# Cinacalcet inhibits neuroblastoma tumor growth and upregulates cancer-testis antigens

**DOI:** 10.18632/oncotarget.7448

**Published:** 2016-02-17

**Authors:** Carlos J. Rodríguez-Hernández, Silvia Mateo-Lozano, Marta García, Carla Casalà, Ferran Briansó, Nerea Castrejón, Eva Rodríguez, Mariona Suñol, Angel M. Carcaboso, Cinzia Lavarino, Jaume Mora, Carmen de Torres

**Keywords:** neuroblastoma, calcium-sensing receptor, cinacalcet, ER stress, cancer-testis antigens

## Abstract

The calcium–sensing receptor is a G protein-coupled receptor that exerts cell-type specific functions in numerous tissues and some cancers. We have previously reported that this receptor exhibits tumor suppressor properties in neuroblastoma. We have now assessed cinacalcet, an allosteric activator of the CaSR approved for clinical use, as targeted therapy for this developmental tumor using neuroblastoma cell lines and patient-derived xenografts (PDX) with different *MYCN* and *TP53* status. *In vitro*, acute exposure to cinacalcet induced endoplasmic reticulum stress coupled to apoptosis via ATF4-CHOP-TRB3 in CaSR-positive, *MYCN*-amplified cells. Both phenotypes were partially abrogated by phospholipase C inhibitor U73122. Prolonged *in vitro* treatment also promoted dose- and time-dependent apoptosis in CaSR-positive, *MYCN*-amplified cells and, irrespective of *MYCN* status, differentiation in surviving cells. Cinacalcet significantly inhibited tumor growth in *MYCN*-amplified xenografts and reduced that of *MYCN*-non amplified PDX. Morphology assessment showed fibrosis in *MYCN*-amplified xenografts exposed to the drug. Microarrays analyses revealed up-regulation of cancer-testis antigens (CTAs) in cinacalcet-treated *MYCN*-amplified tumors. These were predominantly CTAs encoded by genes mapping on chromosome X, which are the most immunogenic. Other modulated genes upon prolonged exposure to cinacalcet were involved in differentiation, cell cycle exit, microenvironment remodeling and calcium signaling pathways. CTAs were up-regulated in PDX and *in vitro* models as well. Moreover, progressive increase of CaSR expression upon cinacalcet treatment was seen both *in vitro* and *in vivo*. In summary, cinacalcet reduces neuroblastoma tumor growth and up-regulates CTAs. This effect represents a therapeutic opportunity and provides surrogate circulating markers of neuroblastoma response to this treatment.

## INTRODUCTION

Neuroblastic tumors encompass a heterogeneous group of developmental malignancies of the sympathetic nervous system that include the neuroblastomas, ganglioneuroblastomas and ganglioneuromas [1]. Disseminated neuroblastomas in infants and local-regional, well-differentiated tumors are usually benign. However, high-risk tumors, i.e. metastatic neuroblastomas in patients older than 18 months and some local-regional cases display a notable capacity to recur and/or become refractory and, unfortunately, there is no therapy known to be curative for them [2].

Several genetic and epigenetic abnormalities have been associated with this variety of clinical presentations, including alterations of ploidy, chromosomal aberrations, *MYCN* amplification and mutations of *ALK* [3-5]. However, few of them are actionable [5]. Long before many of them were described, differentiated neuroblastic tumors were reported to be associated with favorable outcome [6]. Cytodifferentiation can be pharmacologically induced in neuroblastoma models [7-10] and, owing to its differentiating properties, retinoic acid has become part of the standard of care of high-risk neuroblastomas [11].

Our group described a gene potentially involved in the differentiation pathways of neuroblastic tumors, the calcium-sensing receptor (CaSR). CaSR was first reported as a family C G-protein coupled receptor (GPCR) that senses plasmatic fluctuations of Ca^2+^ and regulates the secretion of parathyroid hormone accordingly [12]. This GPCR is also expressed in many organs not involved in calcium homeostasis and in some neoplasias in which it plays cell-type specific functions [13]. Our initial work showed that CaSR is expressed in benign, differentiated neuroblastic tumors and up-regulated upon differentiation induction [14]. Next, we reported that the *CaSR* gene is silenced by genetic and epigenetic mechanisms in *MYCN*-amplified, unfavorable neuroblastomas [15]. Accordingly, ectopic overexpression of the CaSR significantly reduced the proliferative and tumorigenic capacities of neuroblastoma cells. Moreover, CaSR-positive cells underwent apoptosis upon acute reactivation of the receptor with calcium, its main orthosteric ligand [15]. In keeping with these findings, a tri-locus haplotype containing a moderately inactivating variant of the CaSR was associated with undifferentiated histology, metastatic disease and poor outcome [16].

Altogether, our published data were consistent with the hypothesis that the CaSR exerts tumor-suppressor functions in neuroblastoma. Thus, we next sought to evaluate whether cinacalcet, an allosteric activator of the CaSR approved for clinical use [17], might reduce neuroblastoma tumor cell growth. Based on our previous work, we hypothesized that it could promote cytodifferentiation and/or cell death.

## RESULTS

### Acute exposure to cinacalcet triggers apoptosis in neuroblastoma cells

Among available neuroblastoma cell lines, only LA-N-1 cells exhibited detectable endogenous *CaSR* mRNA expression [15]. Low levels of CaSR protein were present in these cells as well (Supplementary Figure S1A). Two *MYCN*-amplified cell lines were previously transfected with pCMV-CaSR-GFP or pCMV-GFP [15]. CaSR protein expression was also present in the neuroblastoma metastasis from which a PDX model was generated (Supplementary Figure S1A). However, this model did not grow *in vitro* and therefore was only used for *in vivo* studies. A second *MYCN*-non amplified model was generated for *in vitro* analyses by stable transfection of SH-SY5Y cells (Supplementary Figure S1B and S1C).

We have previously reported that acute exposure to high extracellular calcium (Ca^2+^_o_) concentrations following serum deprivation [18] induces apoptotic cell death in CaSR-overexpressing neuroblastoma cells [15]. To assess whether cinacalcet is able to increase this effect, SK-N-LP cells were exposed to DMSO or cinacalcet in serum deprivation media. As shown in Figure 1, cinacalcet (doses ranging between 0.1 and 1 μM) increased cleavage of PARP and caspases-4, -3, -7 and -9 produced by either 0.5 (Figure 1A) or 3 mM CaCl_2_ (Figure 1B) in CaSR-overexpressing cells in a time- (not shown) and dose-dependent manner, even if 3 mM CaCl_2_ was already a potent apoptotic stimulus.

**Figure 1:**
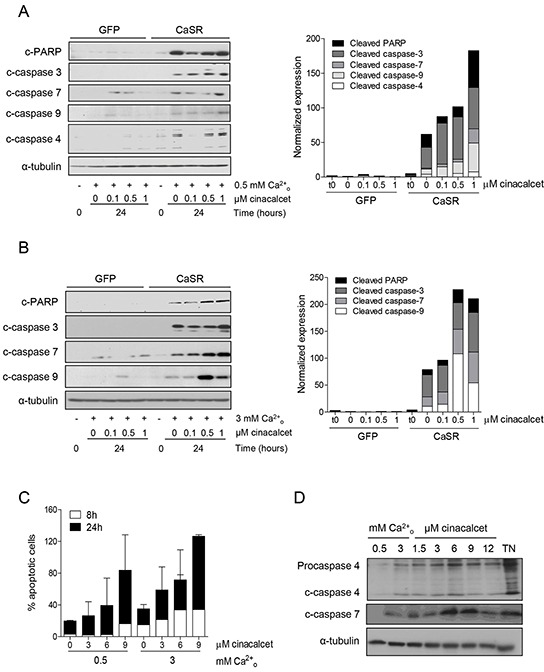
Acute exposure to cinacalcet induces apoptosis in neuroblastoma cells **A.** SK-N-LP cells stably transfected with pCMV-GFP or pCMV-CaSR-GFP were grown in serum deprivation media for 16 hours. They were then exposed to cinacalcet for 24 hours at indicated doses in the same media containing 0.5 mM CaCl_2_. Total proteins were isolated from floating and adherent cells to conduct immunoblots. **B.** The same experiment was performed in the presence of 3 mM CaCl_2_. **C.** LA-N-1 cells were exposed to cinacalcet for 8 or 24 hours following serum deprivation, in the presence of 0.5 or 3 mM CaCl_2_. Cells were collected and stained with Annexin V-FITC and propidium iodide. Apoptosis was quantified by flow cytometry. Data presented are an average of two independent experiments. Error bars represent standard error of mean (SEM). Increase of apoptotic cells upon cinacalcet exposure was not statistically significant (two-tailed Student's *t*-test). **D.** LA-N-1 cells were exposed to cinacalcet for 8 hours as in panel C. Cells were collected and immunoblots were performed. As a positive control of ER stress induced caspase-4 activation, LA-N-1 cells were exposed to 5 μg/mL tunicamycin (TN). Panels A, B and D show representative results of at least three independent experiments.

In LA-N-1 cells, cinacalcet also induced apoptosis in a time- and dose-dependent manner. Analyses by flow cytometry of annexin V-propidium iodide stained cells showed a not statistically significant increase of apoptotic cells upon exposure to cinacalcet (Figure 1C). This effect was only seen at high doses, in accordance with the reduced levels of CaSR expression present in this cell line.

These doses of cinacalcet also prompted increased cleavage of caspases-4 and -7 in LA-N-1 cells, an additional evidence of ER stress mediated apoptosis (Figure 1D). In these experiments, tunicamycin (TN) was used as a positive control of ER-stress induced activation of caspase-4, an effect promoted by its capacity to induce Ca^2+^ exit from the ER [19].

### Cinacalcet-induced apoptosis in *MYCN*-amplified neuroblastoma cells is prompted by ER stress and both are dependent on activation of phospholipase C

We hypothesized that apoptosis following acute exposure to cinacalcet might be prompted by activation of phospholipase C (PLC), IP_3_-mediated calcium leak from the endoplasmic reticulum (ER), and consequent ER stress. Consistent with this mechanism, increased levels of GRP78, ATF4 and P-eIF2α (Figure 2A), as well as a not statistically significant up-regulation of *CHOP* and *TRB3* mRNA (Figure 2B), were detected in neuroblastoma cells following cinacalcet exposure in a time-, dose-, calcium- and CaSR-dependent manner (Supplementary Figure S2A and S2B).

**Figure 2:**
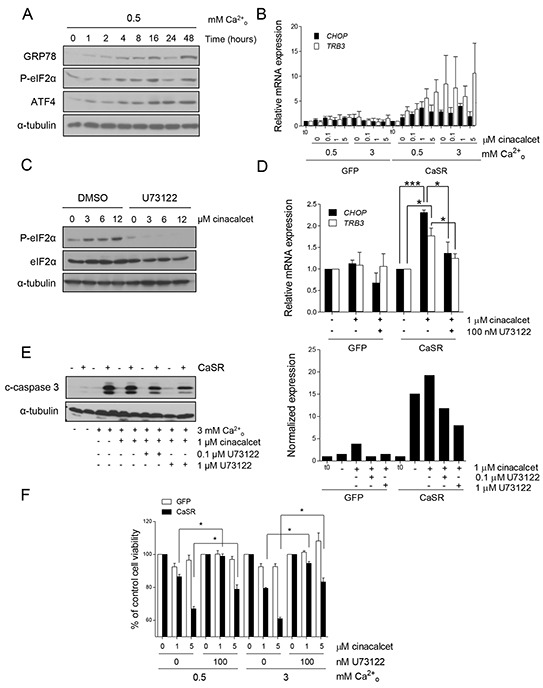
Apoptosis upon cinacalcet exposure is triggered by phospholipase C activation and ER stress **A.** SK-N-LP cells stably transfected with pCMV-CaSR-GFP were exposed to 6 μM cinacalcet following serum deprivation in 0.5 mM CaCl_2_ for indicated periods of time and lysed for Western blot analyses. **B.** CaSR-positive and –negative SK-N-LP cells were exposed to indicated concentrations of cinacalcet for 24 hours following serum deprivation, as described in A. Total RNA was isolated to analyze *CHOP* and *TRB3* mRNA expression by RT-qPCR. Data are presented as an average of two independent experiments. Error bars represents SEM. Increase of transcripts levels is not statistically significant, two-tailed Student's *t*-test. **C.** LA-N-1 cells were treated with cinacalcet at indicated doses for 2 hours, in the presence or absence of 10 μM U73122 or DMSO, and lysed for Western blot analysis. **D.** SK-N-LP cells stably transfected with pCMV-GFP or pCMV-CaSR-GFP were exposed to cinacalcet for 24 hours following serum deprivation, in the presence or absence of 100 nM U73122. Relative mRNA expression levels of *CHOP* and *TRB3* were analyzed by RT-qPCR. Data are presented as an average of three independent experiments. Error bars represents SEM. *P < 0.05, *** *P* < 0.0001, two-tailed Student's *t*-test. **E.** CaSR-positive and -negative SK-N-LP cells were exposed to 3 mM CaCl_2_ and 1 μM cinacalcet in the presence or absence of 0.1 or 1 μM U73122 for 24 hours before collecting cells for immunoblot analyses. Bands intensity was quantified relative to that of α-tubulin (right). **F.** SK-N-LP cells stably transfected with pCMV-GFP or pCMV-CaSR-GFP were exposed to indicated doses of cinacalcet in either 0.5 or 3 mM CaCl_2_ following serum deprivation, in the presence or absence of 100 nM U73122. Cell viability was measured 48 hours later by MTS assays. Data are presented as an average of two independent experiments. Error bars represents SEM. *P < 0.01, two-tailed Student's *t*-test. Panels A, C and E show representative results of three independent experiments.

Moreover, PLC inhibitor U73122 abrogated phosphorylation of eIF2α in LA-N-1 cells at all doses of cinacalcet examined (Figure 2C). U73122 also significantly attenuated up-regulation of *CHOP* and *TRB3* in CaSR-overexpressing cells exposed to cinacalcet (Figure 2D). More importantly, cleavage of caspase-3 (Figure 2E) and decreased cell viability (Figure 2F) induced by cinacalcet in CaSR-positive neuroblastoma cells were significantly reduced by U73122.

As expected [20], ER stress and consequent apoptosis were not induced in *MYCN*-non amplified SH-SY5Y cells (Supplementary Figure S2C and S2D).

### Chronic exposure to cinacalcet induces apoptosis and differentiation in surviving neuroblastoma cells

A concentration-dependent decrease of cell viability was observed in neuroblastoma cell lines exposed to cinacalcet or another calcimimetic, NPS R-568. Half maximal inhibitory concentration (IC_50_) values of cinacalcet were significantly lower than those of NPS R-568 in most cases. However, similar IC_50_ values were obtained in human fibroblasts and HEK-293 cells (Supplementary Figure S3A).

When the same neuroblastoma cell lines were allowed to proliferate in the presence of concentrations lower than IC_50_ for 5 days, a moderate dose- and time-dependent decrease of cell viability was detected in CaSR-positive cells (Supplementary Figure S3B). This was only seen in CaSR-negative cells at higher concentrations (Supplementary Figure S3C). This phenotype was rescued by pan-caspase inhibitor Z-VAD-FMK (Supplementary Figure S3D and S3E), but differences between CaSR-positive and –negative cells were modest.

Next, LA-N-1 cells and SK-N-LP and SH-SY5Y transfected models were cultured in the presence of 0.5-1 μM cinacalcet or DMSO for 14 days. Increased cleavage of PARP was seen in cinacalcet-treated cells and this output was dependent on CaSR expression, time of exposure (Figure 3A) and dose (Figure 3B). In surviving cells, morphological features of neuronal differentiation such as extensive neurite outgrowth were already apparent at day 3 and reached maximal expression between days 7 and 14 (Figure 3C). Several transcripts associated with cytodifferentiation (Figure 3D), cell cycle exit, ER stress (Figure 3E) and epithelial-to-mesenchymal transition (EMT) (Figure 3F) were concomitantly up-regulated, as evaluated by RT-qPCR (Table 1). Increased expression of transcripts associated with ER stress was mostly seen in *MYCN*-amplified cells (Table 1). Also, higher induction of differentiation markers was detected in SK-N-LP cells, which exhibit a less differentiated phenotype than LA-N-1 and SH-SY5Y cell lines (Table 1) [21]. In keeping with differentiation induction, *MYCN* mRNA levels decreased in *MYCN*-amplified cells, together with down-regulation of inhibitor of differentiation 2 (*ID2*) and reverse transcription telomerase (*TERT*) in the three models. Interestingly, up-regulation of *CaSR* mRNA was seen in the three cell lines exposed to cinacalcet (Table 1).

**Figure 3:**
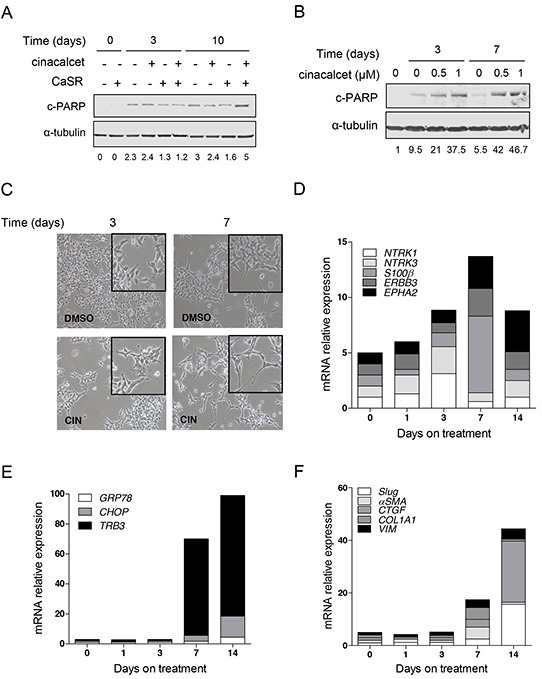
Prolonged *in vitro* exposure to cinacalcet induces apoptosis and cytodifferentiation in surviving neuroblastoma cells **A.** CaSR-positive and -negative SK-N-LP cells were grown in the presence of 1 μM cinacalcet or DMSO. Cells were lysed at indicated times to perform immunoblots. Bands intensity was quantified relative to that of α-tubulin. Blots shown are representative of three independent experiments. **B.** LA-N-1 cells were grown in the presence of indicated doses of cinacalcet or DMSO. Cells were lysed at indicated times to perform immunoblots. Data shown are representative of three independent experiments. **C.** Microphotography of LA-N-1 cells grown in the presence of 1 μM cinacalcet or DMSO for 3 and 7 days. **D.** Total RNA was isolated from LA-N-1 cells exposed to 1 μM cinacalcet or DMSO at indicated days. Gene expression analyses were carried out by RT-qPCR. Transcript levels were quantified relative to those detected in cells exposed to DMSO for the same number of days, and compared to time 0 (cells collected 16 hours after plating). Graph shows markers involved in neuroblastoma differentiation. **E.** Graph showing relative expression levels of transcripts involved in ER stress in cells processed as in panel D. **F.** Plot of transcripts involved in EMT analyzed as in panel D. See also Table 1 to compare gene expression patterns in three cell lines exposed to 1 μM cinacalcet or DMSO for 14 days. Data showed in panels C, D, E and F are representative of at least two independent experiments for each cell line.

**Table 1:** Gene expression analyses of neuroblastoma cell lines following *in vitro* exposure to cinacalcet conducted by RT-qPCR

Phenotype	Gene	*MYCN*-A		*MYCN*-NA
		LA-N-1	SK-N-LP	SH-SY5Y
	*CaSR*	2.5	**45.7**	4
Proliferation	*MYCN*	3.3	8.9	2.4
	*ID2*	2.9	1.6	3
	*TERT*	6.8	9.1	1.5
Differentiation	*NFL*	1.8	7.2	ns
	*TUBB3*	2.5	2.8	ns
	*S100-β*	6.9	**72.3**	1.7
	*EPHA2*	3.7	1.8	**12.1**
	*NTRK1*	3.1	3.6	1.3
	*NTRK3*	2.4	2.6	1.4
	*p75/NTR*	1.4	3.5	3.6
ER stress, apoptosis	*GRP78*	4.4	6.4	1.8
	*CHOP*	**14.1**	**21.9**	5.2
	*TRB3*	**71.8**	**19.6**	2.6
	*BAX*	1.8	6.7	1.5
EMT	*Snail1*	2	10.9	7.5
	*Slug*	**15.6**	1.6	**30.1**
	*TGF-β*	2.1	2.7	1.4
	*TGF-β2*	4.4	**11.4**	1.5
	*α-SMA*	4.5	**41.1**	4.9
	*CTGF*	**23.2**	3.4	35.4
	*COL1A1*	4.5	1.8	2.1
	*COL3*	**20.8**	2.5	**31.7**
	*VIM*	3.9	5.3	2.3
	*VCAN*	**14.2**	6.6	2.9
	*FN*	1.9	1.6	2.8
CTAs	*CTCFL*	no expression	no expression	no expression
	*SSX4/4B*	3.8	**69**	5.3
	*GAGE12-P1*	2.7	4.1	3.2
	*GAGE12-P2*	7.6	5.7	5.6
	*GAGE12-P3*	5.1	6.3	1.6
	*MAGE-A2*	2.9	**36.6**	1.4
	*MAGE-A3*	1.4	**155.4**	1.5
	*NY-ESO-1*	4.2	**10.8**	3.1
Calcium signaling	*PRKCA*	3	2.7	9.1
	*RYR2*	4.7	10	3.3
	*ADCY8*	7	**81.9**	3.7
**Fold change**	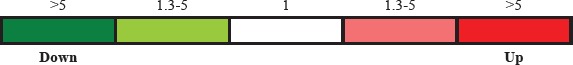				

Bold: Fold change > 10

*MYCN*-A: *MYCN*-amplified; *MYCN*-NA: *MYCN*-non amplified.

EMT: Epithelial-to-mesenchymal transition.

CTAs: Cancer-testis antigens.

### Cinacalcet inhibits neuroblastoma tumor growth *in vivo* and upregulates cancer-testis antigens

Immunocompromised mice carrying xenografts with different *MYCN* and *TP53* status received either vehicle or cinacalcet until tumors reached 2 cm^3^. Mild, non-symptomatic, hypocalcemia was documented (Figure 4A). No signs of toxicity were observed (not shown).

**Figure 4:**
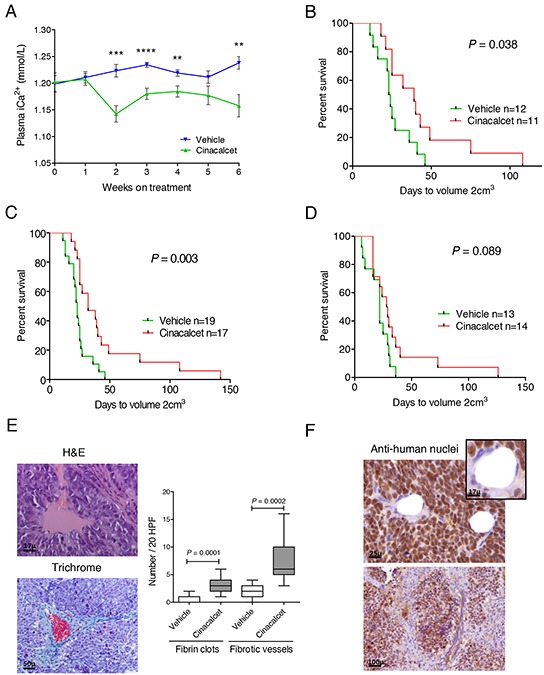
Cinacalcet inhibits neuroblastoma tumor growth LA-N-1 cells (10^7^) or patient-derived xenografts fragments were subcutaneously inoculated in four to six-week-old female athymic Nude-Foxn1 *nu*/*nu* mice. Tumors were allowed to grow until dimensions reached 7×7 mm. Mice were then randomized to receive either vehicle or cinacalcet (10 mg/kg/day) by oral gavage 6 days per week until tumor volume reached 2 cm^3^. **A.** Blood samples (100 μL) were collected from facial veins and plasma ionic Ca^2+^ concentrations (mmol/L) measured once a week ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001, two-tailed Student's *t*-test. **B.** Event-free survival (EFS) rates of mice bearing LA-N-1 xenografts that received either cinacalcet or vehicle. The log-rank statistic was used to compare EFS probabilities between groups. **C.** Pooled data of two independent experiments performed as in B. **D.** Immunocompromised mice bearing *MYCN*-non amplified, patient-derived xenografts received vehicle or cinacalcet as above. EFS probabilities were compared as in panel B. **E.** Haematoxylin-eosin (left, upper panel) and Masson's trichrome (left, lower panel) of formalin fixed, paraffin-embedded sections of LA-N-1 tumors treated with cinacalcet. Right: Number of fibrin clots and fibrotic vessels in 20 high power fields were counted on H&E (clots) or trichrome (fibrotic vessels) stained sections of LA-N-1 xenografts exposed to cinacalcet or vehicle as in panel C. Means were compared by two-tailed Student's *t*-test. **F.** Immunohistochemistry performed with anti-human nuclei antibody in sections of LA-N-1 xenografts exposed to cinacalcet.

In the first experiment conducted with *MYCN-*amplified, *TP53*-null xenografts, significant tumor growth inhibition was observed (Figure 4B). This experiment was replicated and pooled data showed higher statistical significance (Figure 4C). Inhibition of PDX growth showed a similar tendency (Figure 4D).

Fibrin clots and heavy collagen deposition around tumor vessels were identified in LA-N-1 xenografts following cinacalcet treatment (Figure 4E). Both findings were significantly less frequent in cinacalcet-treated PDX (not shown). Occasionally, fibrosis invaded vast areas of LA-N-1 specimens, but no evidence of fibrosis was found in normal organs (not shown). Immunohistochemistry revealed that most cells involved in microenvironment remodeling, including tumor vessels and fibroblasts, were of murine origin (Figure 4F). Thus, microarrays analyses and RT-qPCR were conducted to analyze human and murine transcripts.

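RNA from 16 LA-N-1 xenografts, 8 excised from mice given vehicle and 8 from mice given cinacalcet, was hybridized to the Mouse Gene 2.1 ST array. Its probes are meant for mouse transcripts, here those of host cells (vessels, fibroblasts, immune cells) inside a tumor grown from a human cell line. No array of human cells alone was among the samples, so binding of human tumor transcripts to these probes could not be excluded for any gene. LA-N-1 is a *MYCN*-amplified neuroblastoma line, and the tumors were excised once they exceeded 2 cm3. The vehicle tumors are numbered 5 to 12 and the cinacalcet tumors 4 to 11. Cinacalcet tumors 9, 10 and 11 had the longest treatment and form the prolonged group, and tumors 4, 5, 7 and 8 had shorter treatment. Mice were treated until tumors reached 2 cm^3, so treatment length was not assigned. It cannot be told apart from slow growth or time in the host. The arrays held the last 8 tumors excised in each group. The dose was 10 mg/kg per day by gavage, given 6 days a week according to the paper and 7 according to the sample labels. The authors deposited log2 signals of 40543 probe sets after Robust Multi-array Average (RMA) normalization, and the submitters' processing notes name limma 3.24 in R 3.2. Of these probe sets, 23448 name 1 gene, 1614 name several and 15481 are unnamed here. Median signal per array was between 1.59 and 1.85 in vehicle tumors and between 1.58 and 1.76 in cinacalcet tumors on the log2 scale. Following the methods, cinacalcet tumor 6 (C6) was left out. The methods name a removal of genes of low (50%) signal and low (50%) variability, which was read here as removing the 50% of probe sets with the lowest mean signal and then the 50% of the rest with the lowest SD. The 10135 probe sets left were tested with limma 3.58.1 in 7 cinacalcet and 8 vehicle tumors, and again with the prolonged and shorter groups apart. P-values measure the spread between tumors, and the number of arrays limits the precision. In data simulated from these arrays, cinacalcet and vehicle tumors were compared with limma at an adjusted p under 0.05. It called 26% of probe sets changed by 1 log2 unit and 75% of those changed by 2, with 4 false calls among 10135. The simulated noise was independent between probe sets, whereas real probe sets varied together, so these rates need not hold for the real arrays.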

First, a genome-wide expression analysis was performed to compare human gene expression profiles in vehicle- and cinacalcet-treated LA-N-1 xenografts. Low stringency analyses (*P*-value≤0.01) identified 61 up-regulated and 32 down-regulated transcripts (Figure 5A and Supplementary Table S2, first sheet). This gene set included only 14 probes with a log fold change value >1 in cinacalcet-treated tumors. Interestingly, 10 (71%) of them hybridized with cancer-testis antigens (CTAs) genes. However, these differences were not statistically significant after *P*-value adjustment. Nonetheless, in this first heat map it was apparent that a group of genes was specifically modulated in the three tumors exposed to the longest period of treatment.

**Figure 5:**
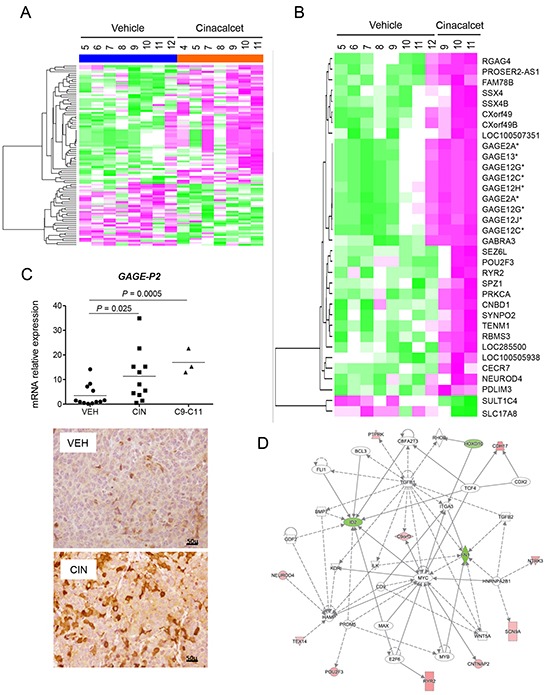
Genome-wide expression analyses of cinacalcet- and vehicle-treated neuroblastoma xenografts reveals up-regulation of cancer-testis antigens **A.** Heat map comparing gene expression patterns in LA-N-1 xenografts exposed to vehicle or cinacalcet in the first survival experiment. These were the last tumors excised in each group. **B.** Heat map comparing gene expression patterns in the 8 control LA-N-1 xenografts and the three xenografts exposed to the longest treatment with cinacalcet. **C.** Upper panel: Relative expression of *GAGE* mRNA in control and cinacalcet-treated LA-N-1 tumors. Statistical significance was calculated using two-tailed Mann-Whitney *U* test to compare all cinacalcet (n=11) and control (n=12) LA-N-1 xenografts used in the first survival experiment, and unpaired Student *t*-test to compare the three xenografts exposed to the longest period of cinacalcet treatment (n=3) to all controls (n=12). Lower panels: Immunohistochemical analysis of GAGE expression conducted on formalin fixed, paraffin-embedded sections of LA-N-1 xenografts exposed to vehicle (VEH) or cinacalcet (CIN). **D.** Network generated with Ingenuity Pathways Analysis to represent pathways modulated in LA-N-1 xenografts upon prolonged treatment with cinacalcet.

This was confirmed by a second analysis that examined differentially expressed genes in these three specimens exposed to prolonged cinacalcet treatment (C9-C11) compared to the eight control tumors. In this analysis, adjusted *P*-value (false discovery rate, FDR) <0.05 and absolute log fold change >1 were considered significant. This approach identified a gene profile encompassing 34 probes corresponding to 32 up-regulated and 2 down-regulated transcripts (Figure 5B), Supplementary Table S2, second sheet). Among the first group, 11 (32.3 %) probes hybridized with CTAs. These were X-CTAs, i.e. CTAs encoded by genes mapping on chromosome X (*GAGE* family and *SSX4/4B*). The GAGE family was up-regulated in the first analysis and *in vitro* models as well (Table 1). Interestingly, other up-regulated genes in this second heat map included protein kinase C, alpha (*PRKCA*), ryanodine receptor 2 (*RYR2*) and gamma-aminobutyric-A receptor, alpha-3 (*GABRA3*).

Validation of microarrays data and analysis of relevant candidate genes was conducted by RT-qPCR (Table 2, Figure 5C and Supplementary Figure S4A). These analyses included two genes with a level of significance right below the cut-off value in the second heat map given their biological relevance, a non-X CTA, CCCTC-binding factor (zinc finger protein)-like (*CTCFL*), and neurotrophic tyrosine kinase receptor, type 3 (*NTRK3*). Up-regulation of CTAs of the *GAGE* family was further confirmed by immunohistochemistry (Figure 5C).

**Table 2:** Gene expression analyses of neuroblastoma xenografts following cinacalcet treatment conducted by RT-qPCR

Phenotype	Gene	*MYCN* - A			*MYCN* - NA		
		Cinacalcet (n=11) vs vehicle (n=12), *P*	Fold change	Cinacalcet C9-C11 (n=3) vs vehicle (n= 12), *P*	Cinacalcet (n=14) vs vehicle (n= 13), *P*	Fold change	Cinacalcet C13-C14 (n=3) vs vehicle (n=13), *P*
	*CaSR*	ns	-	< 0.0001	ns	-	ns
**Proliferation**	*MYCN*	ns	-	ns	0.012	1.5	0.02
	*ID2*	ns	-	ns	ns	-	ns
	*TERT*	0.045	1.15	ns	ns		ns
**Differentiation**	*NFL*	ns	-	ns	0.0004	1.65	0.007
	*TUBB3*	ns	-	ns	ns	-	ns
	*S100β*	ns	-	ns	ns	-	ns
	*EPHA2*	ns	-	ns	ns	-	ns
	*NTRK1*	ns	-	ns	ns	-	0.012
	*NTRK3*	ns	-	ns	ns	-	ns
	*p75/NTR*	ns	-	ns	ns	-	ns
	*ERBB3*	0.048	1.5	0.046	ns	-	0.009
**ER stress, apoptosis**	*GRP78*	ns	-	0.012	ns	-	ns
	*ATF4*	0.007	1.39	0.023	ns	-	ns
	*CHOP*	ns	-	ns	ns	-	ns
	*TRB3*	0.003	2.02	< 0.0001	ns	-	ns
	*CALR*	0.007	1.45	0.002	ns	-	ns
	*PUMA*	ns	-	ns	ns	-	ns
	*NOXA*	ns	-	ns	ns	-	ns
**EMT/EndoMT/MET**	*CDH1*	ns	-	0.025	ns	-	ns
	*CDH12*	ns	-	ns	ns	-	0.036
	*Snail1*	ns	-	ns	ns	-	ns
	*Slug*	0.006	1.88	ns	ns	-	ns
	*TWIST1*	0.025	1.85	ns	ns	-	0.015
	*TGFβ*	ns	-	0.0005	ns (0.051)	-	ns
	*TGFβ2*	ns	-	0.037	ns	-	0.011
	*TGFβ3*	ns	-	ns	ns	-	ns
	*COL1A1*	0.038	2.07	0.037	ns	-	ns
	*COL3*	ns	-	ns	ns	-	ns
	*VIM*	ns	-	0.006	ns	-	ns
	*CTGF*	ns	-	-	ns	-	ns
	*FN*	ns	-	ns	ns	-	ns
	*KRT19*	ns	-	0.005	ns	-	0.0001
	*MMP2*	0.0004	4.34	0.011	ns	-	ns
	*CDH5*	0.022	4.97	0.014	ns	-	ns
**CTAs**	*CTCFL*	0.038	3.65	0.004	ns	-	ns
	*SSX4/4B*	0.007	1.13	0.0006	ns	-	ns
	*GAGE-P1*	ns	-	0.035	ns	-	ns (0.06)
	*GAGE-P2*	0.025	6.56	0.0005	ns	-	0.0001
	*GAGE-P3*	0.034	9.04	0.012	ns	-	ns
	*MAGE-A2*	0.0003	3.32	< 0.0001	ns (0.051)	-	ns
	*MAGE-A3*	0.002	4.7	0.0007	ns	-	ns
	*NY-ESO-1*	0.049	7.1	0.002	ns	-	ns
**Calcium signaling**	*PRKCA*	ns	-	0.012	ns	-	ns
	*RYR2*	0.018	1.94	0.009	ns	-	0.005
	*ADCY8*	0.021	2.5	0.0004	0.009	2.02	0.0002
**Host microenvironment**	*Angpt1*	ns	*-*	ns			
	*Angpt2*	0.013	2.19	ns	ns	-	0.044
	*Tie1*	0.015	2.69	0.002	ns	-	ns
	*Kdr*	0.013	1.72	ns	ns	-	ns
	*Cdh5*	0.001	2.17	ns			
	α*Sma*	0.018	1.69	ns	ns	-	0.022
	*Pdgfra*	0.015	4.97	ns	ns	-	0.016
	*Cd68*	0.007	1.99	0.003	ns	-	ns
	*Mmp9*	0.003	4.19	ns			
	*Tgfb*	0.006	2.48	ns	ns	-	ns

*MYCN*-A: *MYCN*amplified

*MYCN*-NA: *MYCN* non-amplified

EMT/EndoMT: Epithelial/endothelial-to-mesenchymal transition.

MET: Mesenchymal-to-epithelial transition.

ns: not significant

CTAs: Cancer-testis antigens

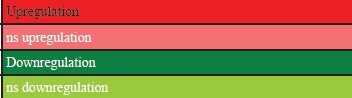

Gene expression analyses were performed by RT-qPCR. Two-tailed Mann-Whitney *U* test was used to compare all cinacalcet and control specimens in each experiment. Unpaired Student *t*-test was performed to compare the three xenografts exposed to the longest period of cinacalcet treatment (n=3) to all controls (n=12).

As shown in Table 2 and Supplementary Figure S4A, besides *SSX4/4B* and the *GAGE* family, other X-CTAs (*MAGE-A2*, *MAGE-A3* and *NY-ESO-1*) and *CTCFL,* were up-regulated in *MYCN*-amplified specimens exposed to prolonged cinacalcet treatment. In PDX, only CTAs of the *GAGE* family were up-regulated. Increased expression of genes involved in differentiation, ER stress and EMT was also found in both models, but more robustly in *MYCN*-amplified xenografts.

To identify relevant biological processes promoted by cinacalcet in neuroblastoma, Gene Ontology (GO) enrichment analysis was conducted (Supplementary Table S3, first sheet). Overrepresented processes among up-regulated genes were calcium-signaling pathways and ion transport (adenylyl cyclase type 8 -*ADCY8-*, *RYR2* and *PRKCA*), cell adhesion, differentiation (*GABRA3*, *NTRK3*) and also CTAs. Among down-regulated genes, which were less abundant, transcription factors were overrepresented, notably inhibitor of differentiation 2 -*ID2*- and v-myb avian myeloblastosis viral oncogene homolog -*MYB*-.

Next, a search for molecular pathways in which those genes might participate was conducted with Ingenuity Pathways Analysis (IPA). The most significant network included up-regulation of *RYR2* and *NTRK3,* together with down-regulation of *ID2* and fibronectin *-FN1-* (Figure 5D and Supplementary Table S3, second sheet). Other top networks were involved in gene regulation, cell death and survival.

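Among murine probe sets that name a single gene, the largest excess in cinacalcet tumors among the 10 of smallest p was that of Gdpd3, a lysophospholipase D of lipid metabolism, at 4.56 ± 0.57 on the log2 scale (SD, n = 7 tumors) against 3.17 ± 0.88 (SD, n = 8) with vehicle. This is a log2 fold change of 1.39 (standard error 0.37, adjusted p = 0.917 from limma), with 7 of 7 cinacalcet tumors above the vehicle mean. Dact3, an inhibitor of Wnt signaling, had a log2 fold change of 0.69 and Hmgcs1, an enzyme of cholesterol synthesis, one of 0.67. Prrx2, a homeobox factor of mesenchymal cells, had a value of -0.65 and Siglech, a receptor of plasmacytoid dendritic cells, one of -0.69. The signal of Siglech was 1.30 with cinacalcet and 1.99 with vehicle. A list of genes silent in tumor and stroma averaged 1.39 and 1.47, so Siglech lay close to background. None of the genes named here passed the adjusted threshold. At an unadjusted p of 0.01 or less, limma listed 65 of 10135 probe sets, 37 higher and 28 lower in cinacalcet tumors, where 101.4 would be listed by chance; with no filter the balance turned, with 153 higher and 207 lower. Only 4 of the 65 name a single gene (Gdpd3, Snora31, Dact3 and Prrx2), and 55 are unnamed here. At an unadjusted p under 0.05 there were 437, and at an adjusted p under 0.05 there was none, the smallest adjusted p being 0.137. The first count was 118 without vehicle tumor 9, 106 without cinacalcet tumor 5 and 108 without cinacalcet tumor 8. With C6 included, 1 unnamed probe set (17336941) passed, with a log2 fold change of 2.89 and an adjusted p of 0.0453 from limma, and it also passed without vehicle tumor 8 or cinacalcet tumor 5. In the prolonged group, 110 probe sets were higher and 25 lower than with vehicle at an unadjusted p of 0.01 or less (376 and 231 with no filter), and none passed after adjustment (841 at an unadjusted p under 0.05, smallest adjusted p 0.252). Without cinacalcet tumor 10, however, which left only tumors 9 and 11 in the group, 19 probe sets were higher at an adjusted p under 0.05. Among them were the immunoglobulin gene Igkv9-120 and the chemokine Cxcl11. Without vehicle tumor 9 there were 2, and without vehicle tumor 8 or cinacalcet tumor 11 there was 1.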

Genome-wide expression analyses of murine genes did not find statistically significant differences between vehicle- and cinacalcet-treated xenografts (Supplementary Table S2, third sheet, and Supplementary Figure S5A). However, Gene Ontology (Supplementary Table S3, third sheet) and IPA (Supplementary Figure S5B and Supplementary Table S3, fourth sheet) analyses showed gene expression changes consistent with microenvironment remodeling and angiogenesis, most notably *jagged-1*, *semaphorin-5B* and *neuropilin-2*.

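Jag1, a ligand of Notch receptors, had a signal of 4.58 ± 0.39 on the log2 scale (SD, n = 7 tumors) with cinacalcet and 3.71 ± 0.78 (SD, n = 8) with vehicle, a log2 fold change of 0.87 (standard error 0.32, adjusted p = 0.917 from limma). All 7 cinacalcet tumors lay above the vehicle mean and 2 above the highest vehicle tumor (exact permutation test, two-sided, p = 0.0151 before any adjustment). Nrp2, a co-receptor of semaphorins and VEGF, stood at 6.06 ± 0.68 (SD, n = 7) against 5.34 ± 0.48 (SD, n = 8), a log2 fold change of 0.72 (standard error 0.30, adjusted p = 0.917 from limma). Sema5b, a transmembrane semaphorin, was removed by the filter on signal and variability. In the fit without that filter its signal was 3.24 ± 0.16 (SD, n = 7) against 3.73 ± 0.28 (SD, n = 8), a log2 fold change of -0.49 (standard error 0.13, adjusted p = 0.909 from limma), and all 7 cinacalcet tumors lay below the lowest vehicle tumor (exact permutation test, two-sided, p = 0.000466 before any adjustment). With C6 included, the log2 fold changes were 0.94 for Jag1, 0.81 for Nrp2 and -0.54 for Sema5b. In the prolonged group they were 0.84 for Jag1 (0.56 without cinacalcet tumor 10), 0.99 for Nrp2 (0.55 without cinacalcet tumor 9) and -0.44 for Sema5b.

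**Figure D1:**
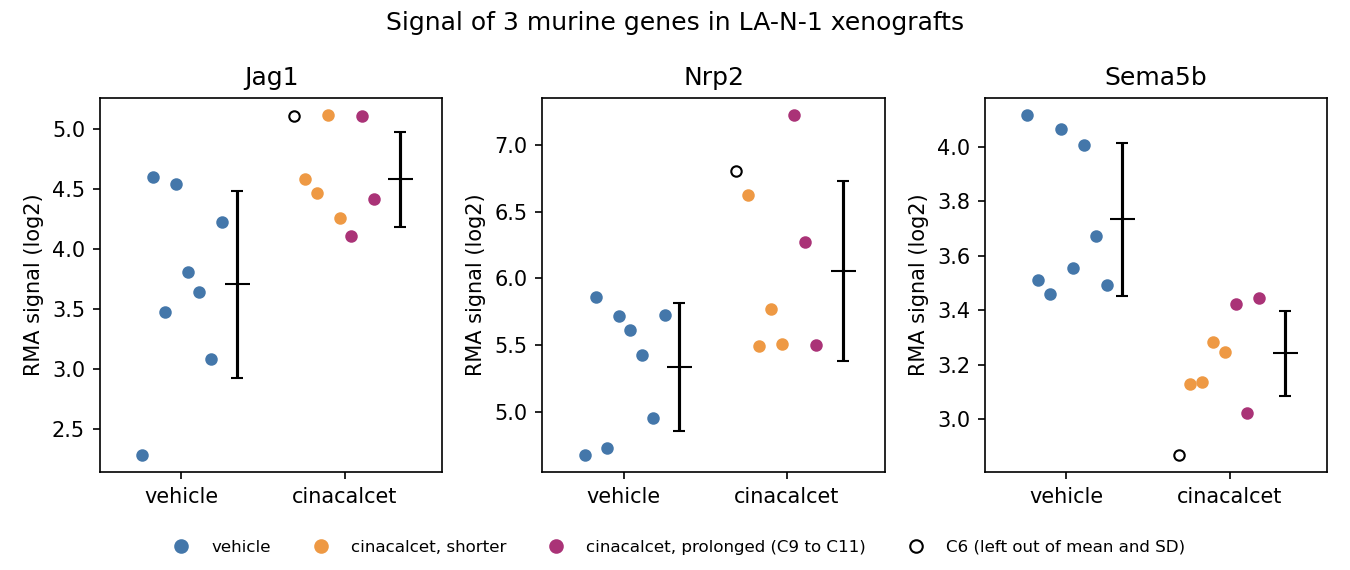
RMA signal on the log2 scale of Jag1, Nrp2 and Sema5b in each LA-N-1 xenograft. Points are tumors, colored by treatment group, bars are the mean and SD of 8 vehicle and 7 cinacalcet tumors, and the open circle is C6; for Sema5b every cinacalcet tumor lies below every vehicle tumor.

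Of 20 measured genes of the Notch pathway, a list fixed before the data were examined, 3 were higher and none lower at an unadjusted p under 0.05, and none passed adjustment, over all probe sets or when adjusted over the list alone. The mean signal of that list differed by 0.18 on the log2 scale between cinacalcet and vehicle tumors (exact permutation test, p = 0.0272, adjusted p = 0.435 over 32 lists). The study named the Notch ligand Jag1 from these same tumors, so the counts and mean of this list are not independent evidence. The 32 lists also hold the murine probe sets of Table S2, which the study chose on these tumors (exact permutation test, p = 0.0235). Their smaller p lowers the adjusted p of the Notch list. Of 31 semaphorins, plexins and neuropilins, none passed over all probe sets, and 1, Sema5b, was lower when adjusted over the list alone; the study named this gene from the same tumors, so that count is not independent evidence. Of 20 angiogenic ligands and receptors and of 20 genes of fibroblasts and collagens, none passed on either count, and the list means differed by 0.15 (exact permutation test, adjusted p = 0.777) and 0.22 (exact permutation test, adjusted p = 0.810), the second turning to -0.0425 without vehicle tumor 5. The 15 genes of the murine Gene Ontology sheet, which the study chose on these samples, are all in its list for all cinacalcet tumors, although the methods name the prolonged group against controls as the input. In all 7 cinacalcet tumors they had log2 fold changes of 0.53 to 1.39 for the 10 higher and -0.83 to -0.49 for the 5 lower ones, each at an unadjusted p under 0.05 and none under 0.05 after adjustment. From these categories and networks, the paper proposes remodeling of the microenvironment and angiogenesis. Its other evidence is fibrin clots and fibrotic vessels in stained sections, murine vessels and fibroblasts by immunohistochemistry, and RT-qPCR of host genes.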

Consequently, a number of candidate genes were analyzed by RT-qPCR taking into account that both human and murine cells seemed to participate in microenvironment remodeling. Down-regulation of human vascular specific cadherin *CDH5* and up-regulation of mesenchymal markers (*COL1A1*, *VIM*) was detected following cinacalcet treatment. More prominent changes of murine gene expression consistent with angiogenesis and fibrosis were seen in cinacalcet-treated *MYCN*-amplified xenografts (Table 2).

Finally, RT-qPCR detected a moderate up-regulation of *CaSR* mRNA upon prolonged treatment with cinacalcet in *MYCN*-amplified xenografts (Table 2, Supplementary Figure S4B). This was confirmed at the protein level by Western blot (Supplementary Figure S4C). In PDX, only a modest up-regulation was noted at the mRNA level (Table 2).

Altogether, *in vivo* data were consistent with those produced *in vitro* and supported that prolonged exposure to cinacalcet induces ER stress, differentiation and fibrosis in neuroblastoma together with upregulation of CTAs.

## DISCUSSION

Refractory neuroblastomas remain a remarkable clinical challenge and novel therapeutic strategies are needed to change the uniformly fatal outcome of these patients. Our present data show a targeted therapy that reduces neuroblastoma tumor growth and induces up-regulation of CTAs, thus paving the way for novel immunotherapeutic approaches and combination treatments.

Our first analyses were based on our previous findings and showed that acute exposure to cinacalcet triggers ER stress and apoptosis in CaSR-positive, *MYCN*-amplified neuroblastoma cells, dependent on phospholipase C activation. Massive calcium release from the ER is a potent inducer of ER stress, and cancer cells are especially susceptible to this injury [22]. We focused on GRP78-ATF4-PeIF2α as this pathway has been reported to mediate ER stress-induced cell death in neuroblastoma [20]. Induction of these molecules was followed by up-regulation of *CHOP* and *TRB3*, an indication of ER stress coupled to cell death [23]. Also, according to an ER-centered mechanism of apoptosis, cinacalcet activated caspase-4, together with other caspases of the intrinsic apoptotic pathway [19]. In keeping with literature, *MYCN*-non amplified cells were less sensitive to ER stress [20].

Microarrays analyses provided *in vivo* evidence that cinacalcet triggers ER stress in neuroblastoma, including up-regulation of *RYR2*. Intracellular Ca^2+^ leak via RYR2 and consequent depleted ER stores have been associated with ER stress in pancreatic β cells [24]. Up-regulation of *ADCY8* represented another *in vivo* indication of Ca^2+^ leak from the ER. In non-excitable cells, ADCY8 is predominantly stimulated by Ca^2+^ ions entering the cells via capacitative calcium entry, a mechanism triggered by depletion of intracellular Ca^2+^ stores [25]. Moreover, *CNBD1* (cyclic nucleotide-binding domain-containing protein 1) was also up-regulated in the second heat map [26]. Further studies will be necessary to establish whether increased expression of this domain is an indication of cAMP production by ADCY8 or whether CaSR might couple to G_s_ in this cellular context.

We next evaluated the effects of sustained *in vitro* exposure to cinacalcet. Apoptosis was also detected in *MYCN*-amplified cells. Other mechanisms of cell death, including necroptosis, might concur. Moreover, surviving CaSR-positive cells, irrespective of *MYCN* status, displayed morphological signs and expression patterns consistent with differentiation induction and cell cycle exit. These effects were more pronounced in cells with a less differentiated phenotype [21]. Microarrays data also showed up-regulation of two genes associated with benign neuroblastomas, *GABRA3* [27] and *NTRK3* [28], following prolonged exposure to cinacalcet. Concurrently, *ID2, MYB* and *FN1* were down-regulated. ID2 is a helix-loop-helix transcription factor that acts under the control of MYC proteins, blocks differentiation and stimulates cell proliferation [29]. MYB is a transcription factor that cooperates with MYCN in cell cycle regulation of *MYCN*-amplified neuroblastomas [30]. By RT-qPCR, we also found a moderate down-regulation of *MYCN* in PDX and *in vitro* models. Down-regulation of *MYCN*, *ID2, TERT* and *FN1* has been also reported in neuroblastoma cells undergoing differentiation upon exposure to retinoids [7-10]. Induction of *TERT* in LA-N-1 xenografts might be associated with fibrosis [31]. Interestingly, up-regulation of synaptopodin-2 (*SYNPO*) could be an additional indication of *MYCN* down-regulation, as its main upstream regulator, DKK3, is negatively modulated by MYCN [32, 33].

Prolonged *in vitro* exposure to cinacalcet reproduced quite notably other effects induced by this drug *in vivo*, namely up-regulation of CTAs. This good correlation between our *in vitro* and *in vivo* findings makes less likely that hypocalcemia and associated hormonal changes account for the phenotypes observed *in vivo*. CTAs encompass a large family of antigens that are considered ideal targets for immunotherapy given their almost tumor-specific pattern of expression and strong immunoreactivity [34]. However, the efficacy of CTA-based immunotherapies is hampered by the remarkable inter- and intra-tumoral heterogeneity expression of these antigens. Attempts to increase their expression have relied on epigenetic modifiers, taking into account the primary mechanism regulating CTAs transcription [35]. To our surprise, cinacalcet induced a robust up-regulation of several CTAs in all neuroblastoma models examined. Up-regulated CTAs were mainly encoded by genes mapping on chromosome X (*GAGE*, *MAGE*, *SSX4* families and *NY-ESO-1*), which are the most immunogenic, and less significantly a non-X CTA, *CTCFL*. It has been reported that p53 strongly represses *CTCFL* expression [36]. Accordingly, *CTCFL* was only up-regulated in the *TP53*-null model. Given that *CTCFL* regulates other CTAs, mainly the *MAGE* family [37], it is also likely that lack of *MAGEs* up-regulation in cinacalcet-treated PDX is partially due to the normal activity of p53 in these tumors.

Expression of *GAGE* antigens has been reported in neuroblastoma [38]. However, the roles of CTAs in cancer remain ill-defined, and some evidences indicate that they support cancer cell survival, invasion or migration [39], but expression of CTAs has been associated with better outcome in glioblastoma patients [40]. Our results show up-regulation of CTAs in xenografts displaying slower growth rates and in three *in vitro* models undergoing differentiation upon cinacalcet exposure. Thus, while further studies are warranted to establish the function of these molecules in cancer, up-regulation of CTAs in our models is not associated with increased neuroblastoma aggressiveness. Moreover, this effect might promote higher effectiveness of CTA-based immunotherapies and provide surrogate circulating markers of neuroblastoma response to cinacalcet.

CaSR activation has been described to promote cardiac fibrosis [41]. In contrast, cinacalcet seems to reduce collagen deposition in models of kidney failure [42] and down-regulation of mesenchymal markers is also associated with CaSR activation in colon cancer cell lines [43]. In *MYCN*-amplified xenografts, cinacalcet treatment was associated with induction of fibrosis while normal organs were not affected. Indeed, fibrosis of refractory tumors would be clinically beneficial. Apoptosis and ER stress could be among initiating events. Although apoptosis was originally described to eliminate cells without disturbing surrounding tissues, more recent evidences support that it might promote fibrosis [44]. Chronic ER stress is also a potent pro-fibrotic stimulus [45]. Although host cells were noticeably cooperating in microenvironment remodeling, a number of transcripts associated with EMT or mesenchymal-to-epithelial transition were modulated *in vitro* as well. The complex gene expression patterns observed most likely reflect overlapping phases of fibrosis taking place simultaneously given the persistent, but intermittent, nature of the triggering injury. Nevertheless, the final output indicates that cinacalcet is mostly a pro-fibrotic stimulus in *MYCN*-amplified neuroblastomas. A factor potentially contributing to the lesser extent of fibrosis in PDX, besides being less susceptible to ER stress, is normal p53 function [46].

Last but not least, cinacalcet also promoted CaSR up-regulation. This finding is in accordance with literature [47] and would be clinically relevant should cinacalcet be used as a treatment for this tumor. Most unfavorable neuroblastomas exhibit low levels of CaSR expression, and enforced expression of the receptor notably reduces neuroblastoma cell proliferation and tumorigenicity [15]. Thus, increase of CaSR expression upon cinacalcet treatment would reduce neuroblastoma aggressiveness by itself, and additionally promote a more pronounced response to the drug over time.

In summary, we show that cinacalcet inhibits neuroblastoma tumor growth by promoting differentiation, ER stress, apoptosis and/or fibrosis depending on time of exposure and cellular context. Cinacalcet also up-regulates CTAs in neuroblastoma thus providing novel opportunities for CTA-based immunotherapies and circulating surrogate markers of neuroblastoma response to this treatment.

## MATERIALS AND METHODS

### Cell lines

Seven neuroblastoma cell lines (LA-N-1, LA1-55n, SH-SY5Y, SK-N-JD, SK-N-LP, LA1-5s and SK-N-AS) exhibiting different degrees of differentiation [21], HEK-293 cells and human fibroblasts were obtained from the repository at Institut de Recerca Pediàtrica - Hospital Sant Joan de Déu (Barcelona, Spain). Unless otherwise specified, they were grown in Roswell Park Memorial Institute (RPMI)-1640 medium supplemented with 10% fetal bovine serum (Invitrogen, Carlsbad, CA), 2 mM L-glutamine, penicillin (100 U/mL) and streptomycin (100 μg/mL), at 37°C and 5% CO_2._. Mycoplasma polymerase chain reaction (PCR) tests were routinely performed. Characterization of cell lines included analysis of *MYCN* amplification [14], *TP53* sequence and authentication by STR profiles.

### RNA isolation, cDNA synthesis, PCR and qPCR

Total RNA was isolated using TriReagent (Sigma, St Louis, MO). Retrotranscription, PCR and qPCR were carried out as described [14, 15]. Real-time PCR runs were performed in a 7500 SDS system using gene-specific Assays on Demand and Taqman Universal PCR Master Mix, or specific primers (Supplementary Table S1) and SYBRGreen (Applied Biosystems, Forster City, CA). Relative expression levels were calculated according to the 2^−ΔΔCt^ method using *TATA-box binding protein* (*TBP*) as normalizing gene. Only samples with a *TBP* Ct lower than 30 were used to ensure RNA and cDNA quality. Quantitative PCR runs conducted according to these procedures were shown to produce highly consistent data (coefficient of variation < 5%, not shown).

### Cell viability and proliferation assays

Cells were plated into 96-well plates in RPMI-1640 10% FBS. Six replicate wells were seeded for each cell line and condition. Next day, they were treated with cinacalcet (Selleckchem, Houston, TX), NPS R-568 (Tocris, Minneapolis, MN) or DMSO. Viability was measured with CellTiter^96^ Aqueous Cell Proliferation Assay (Promega, Madison, WI) 72 hours later. IC_50_ (i.e. drug concentrations achieving 50% decrease in cell viability) were determined with GraphPad Prism software. The same experiments were performed in the presence or absence of 20 μM Z-VAD-FMK (Promega). Proliferation rates were assessed as reported [15].

To examine the combined effects of cinacalcet and U73122 (Sigma) on cell viability, cells were plated in 24-well plates in RPMI-1640 10% FBS. Four replicate wells were seeded for each cell line and condition. Next day, media were replaced by calcium-free Dulbecco's modified Eagle's medium (DMEM) (Invitrogen) supplemented with bovine serum albumin (0.2% w/v), 4 mM L-glutamine and 0.5 mM CaCl_2_ (these conditions will be mentioned as serum deprivation media) for 16 hours. Cultures were then exposed to cinacalcet in the same media containing 0.5 mM or 3 mM CaCl_2_ and/or U73122. Cell viability was determined as above.

### Apoptosis assays

Cells were seeded in RPMI-1640 10% FBS. Next day, they were grown in serum deprivation media for 16 hours. Cultures were then exposed to cinacalcet for 8 or 24 hours in the same media containing 0.5 mM or 3 mM CaCl_2_. Floating and adherent cells were collected and stained with Annexin V-FITC Detection Kit (Life Technologies, Carslbad, CA) as per manufacturer's instructions. Cells were analyzed by flow cytometry on a FACSCalibur System and results were processed with CellQuest software (Becton Dickinson, Mountain View, CA).

### Immunoblots

Cells were exposed to cinacalcet or DMSO, collected in ice-cold PBS and lysed in 10 mM Tris-HCl pH=6.8, 1 mM EDTA, 150 mM NaCl, 1% SDS. Thirty to fifty μg proteins were electrophoresed in 8-14% SDS-PAGE and transferred onto nitrocellulose membranes. Incubation with primary antibodies (caspase-3, caspase-4, caspase-7, caspase-9, cleaved PARP, eIF2α, P-eIF2α, GRP78 (Cell Signaling Technologies, Danvers, MA), CaSR (Abcam, Cambridge, UK), ATF4 (Santa Cruz Biotechnology, Dallas, TX), α-tubulin (Sigma)) was followed by horseradish peroxidase-conjugated secondary antibodies (Promega). Immunoreactive bands were detected with enhanced chemiluminiscence reagents (Amersham Pharmacia, Piscataway, NJ). Alternatively, secondary antibody IRDye680RD goat-anti-mouse IgG (Li-COR #926-68070) or IRDye800CW goat-anti-rabbit IgG (Li-COR #926-32211) were used and blots were visualized with Li-COR Odyssey system (Li-COR Biosciences, Lincoln, NE).

### Mouse xenograft models

Procedures were approved by the Institutional Animal Research Ethics Committee. Two *in vivo* models were generated in four to six-week-old female athymic Nude-Foxn1 *nu*/*nu* mice (Charles River, Wilmington, MA). LA-N-1 cells generated a CaSR-positive model bearing *MYCN* amplification and mutation of *TP53*. A tumor fragment was obtained from the liver metastasis of a stage 4 neuroblastoma without these two genetic alterations. Written informed consent was obtained and procedures were approved by the Institutional Review Board. The tumor was subcutaneously inoculated and allowed to grow up to 2 cm^3^ to generate a patient-derived xenograft (PDX).

LA-N-1 cells (10^7^) resuspended in Matrigel:PBS (Becton Dickinson) or PDX fragments were subcutaneously inoculated. Tumors were allowed to grow until dimensions reached 7×7 mm. Mice were then randomized to receive either vehicle or cinacalcet (10 mg/kg/day) by oral gavage 6 days per week until tumor volume reached 2 cm^3^. Cinacalcet was prepared with Mimpara® tablets. Following homogenization in a mortar, the resulting powder was reconstituted with 0.5% Tween 20 (20%, v/v) and carboxymethylcellulose (0.25%, w/v) to a final concentration of 20 mg/mL. Each dose contained 5 μL of this mixture per gram of mouse weight. Dimensions of tumors were measured thrice a week using a digital caliper. Tumor volume was calculated as L × W^2^/2 in which “L” indicates length in mm and “W” indicates width in mm. At the end of the experiment, tumors were excised and half of each specimen was frozen in liquid nitrogen and the other was fixed in 10% formalin.

### Ionized calcium concentrations in blood

Blood samples (100 μL) were collected from facial veins of control and cinacalcet-treated mice once a week during the first six weeks of treatment. Extractions were performed before drug/vehicle administration. Ionized calcium concentrations were measured using an EPOC Reader (Alere Healthcare, Waltham, MA).

### Immunohistochemistry

Sections (4 μm) of formalin fixed, paraffin-embedded tumors were stained with haematoxylin-eosin (H&E), Masson's trichrome or processed for immunohistochemistry to analyze CaSR expression as described [14]. A similar protocol was carried out with anti-GAGE7 (Life Technologies) and anti-human nuclei, clone -3E1.3 (Merck-Millipore, Darmstadt, Germany).

### Microarray processing and analysis

Total RNA was isolated from 8 xenografts exposed to cinacalcet and 8 receiving vehicle in the first survival experiment. These were the last 8 tumors excised in each group. Genome-wide expression analyses were performed using Affymetrix Human Gene Array 2.1 ST and Mouse Gene Array 2.1 ST (Affymetrix, Santa Clara, CA) as per manufacturer's protocol. Microarrays data were analyzed at the Statistics and Bioinformatics Unit of Vall d'Hebron Research Institute (Barcelona, Spain). 

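On the deposited murine arrays, the distance of each array from the others was taken as the median of 1 minus the Pearson correlation with the other 15 over all probe sets. It was 0.0832 for C6, the 6th largest of the 16. Vehicle tumor 5 (0.109) and vehicle tumor 11 (0.103) lay farthest from the others, and these 2 tumors also had the lowest mean signal of fibroblast, macrophage, endothelial and mural cell markers, 3.97 and 4.44 on the log2 scale against 5.41 in C6. Cinacalcet tumor 4 lay closest to the others, at 0.0614. C6 had a median signal of 1.67 and an interquartile range of 1.92 on the log2 scale, inside the ranges of 1.58 to 1.85 and 1.80 to 2.14 over the other arrays. On the second principal component, which held 9.26% of the variance of the probe sets kept, C6 had the highest value (38.0) and cinacalcet tumor 9 the lowest (-38.2). RMA sets the distributions of all arrays alike before probes are summarized, so these values do not show the intensity distribution before normalization. No test was made, since each value belongs to a single array. The paper does not state which distance was used, or whether C6 was judged on the human or the murine arrays. Only the murine arrays were examined here, so these values do not decide whether the exclusion was justified.

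**Figure D2:**
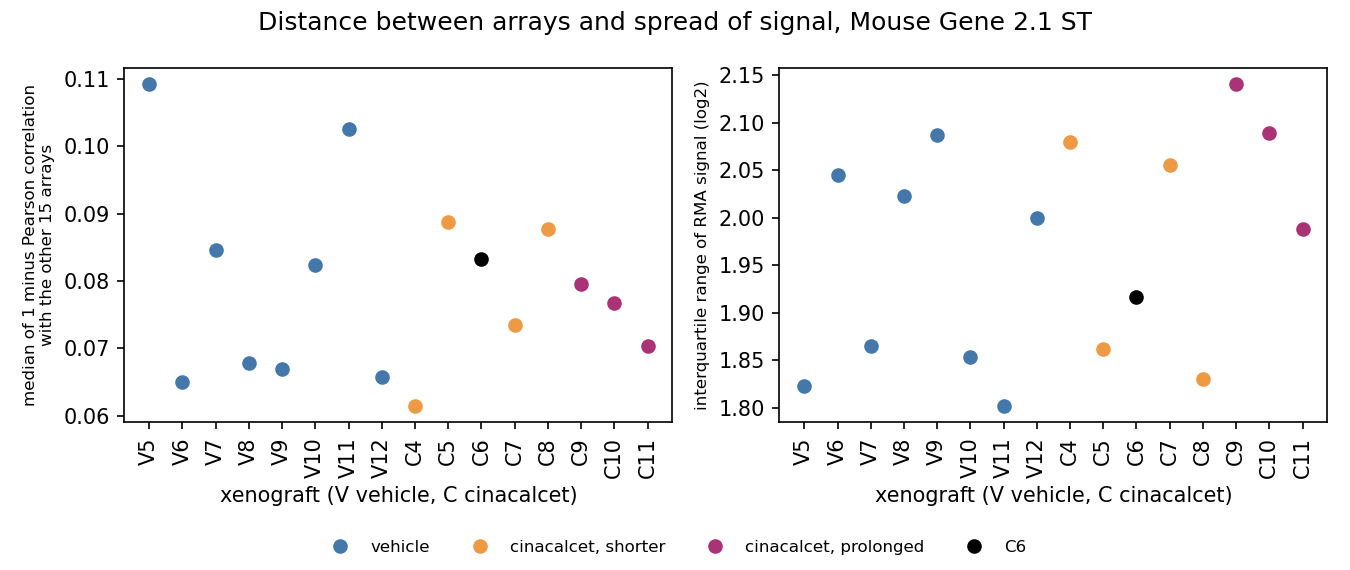
Median of 1 minus the Pearson correlation with the other 15 arrays (left) and interquartile range of RMA signal on the log2 scale (right) for each murine array, colored by treatment group with C6 in black. C6 lies at 0.0832 and 1.92, between the other arrays on both axes.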

After standard quality controls, a cinacalcet-treated sample (C6) was considered an outlier under the criteria of distance between arrays and intensity distribution [48] and excluded from further analyses. Robust Multi-array Average (RMA) algorithm was used for pre-processing microarray. In order to minimize the effect of *P*-value adjustment that multiple testing implies, normalized data were subjected to non-specific filtering to remove low (50%) signal and low (50%) variability genes. Selection of differentially expressed genes was based on a linear model analysis with empirical Bayes modification for the variance estimates. To account for multiple testing, *P*-values were adjusted to obtain stronger control over the false discovery rate (FDR). Differentially expressed genes (*P*-value ≤0.01) obtained from comparing the three xenografts exposed to the longest treatment with cinacalcet (C9-C11) to all control tumors were used as input for a gene enrichment analysis against the Gene Ontology [49] using DAVID tool, which performs Fisher Exact tests to compare the proportion of significant genes found on each GO category [50]. A more restrictive gene set (adjusted *P*-value ≤0.25 and absolute log fold change >0.5) was analyzed using QIAGEN's Ingenuity® Pathway Analysis. Microarray data have been deposited in the Gene Expression Omnibus database (Accession number GSE73509).

### Statistical analysis

Other statistical analyses were performed with SPSS v20 and GraphPad Prism 5 softwares. Comparison of means was performed by Student *t* or Mann-Whitney *U* tests. For event-free survival (EFS) analysis, an event was defined as tumor size that exceeded 2 cm^3^. The log-rank statistic was used to compare EFS probabilities between groups. *P*<0.05 was considered significant.

## SUPPLEMENTARY FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

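Mouse Gene 2.1 ST arrays, meant for transcripts of the host, were used on RNA of 16 LA-N-1 xenografts, 8 given vehicle and 8 given cinacalcet. The authors deposited log2 values, 1 per probe set and array, after RMA background correction, normalization and summarization; the submitters' processing notes name RMA, limma 3.24 and R 3.2. No scanner files and no human arrays were used here. RMA sets the distributions of all arrays alike before probes are summarized, so a change shared by most probe sets would be reduced in the deposited values. Tumors were grouped by the sample labels and by the paper, which names cinacalcet tumors 9 to 11 as those of longest treatment.

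All computing was done in R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib. Gene symbols came from the platform annotation and were matched through the Entrez identifier to the RefSeq table of GRCm38.p6 for 23255 probe sets, which changed 0 symbols. No gene was named from a probe set that lists several. As in the methods, C6 was left out. The filter that the methods name on signal and variability was read as one by mean signal (lower 50% removed) and then by SD (lower 50% of the rest removed); other readings, with IQR or with both criteria applied to all probe sets, were among the alternatives. Linear models with empirical Bayes variances were fitted for cinacalcet against vehicle and, in 3 groups, for prolonged cinacalcet against vehicle and against shorter treatment, with Benjamini-Hochberg adjustment over the probe sets kept. A named probe set that the filter removed was read from the fit without the filter. A list score is the mean log2 signal of the members of a list, with the probe set of highest mean signal for each gene, and was compared by exact two-sided permutation of tumors (6435 arrangements of 7 against 8, 165 of 3 against 8, for which the smallest p is 0.00606), with adjustment over 32 lists. The genes named are those the paper names and, in each comparison, the 10 higher and 10 lower single genes of smallest p, with up to 4 members of smallest p for each list described; the values of Table S2 had been seen when this rule was written. Genes named beyond it were chosen after their values were seen.

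The model and the list test were tested on simulated data. For prolonged cinacalcet against vehicle, 14% of probe sets changed by 1 log2 unit and 75% of those changed by 2 were called, with 8 false calls among 10135 probe sets. Noise was drawn independently for each probe set, unlike in the real arrays, so these rates need not hold there. Of 200 simulated lists with no change, 10 had a p under 0.05, and 188 of 200 raised lists did. Pearson correlations between arrays ranged from 0.856 to 0.954, so no array repeated another. Alternatives covered the filter, the normalization, the variance model, array weights, C6, each tumor left out in turn, and the scoring of lists. A covariate for host cell signal, and 15 combinations of C6 with other filters, were added after the values had been seen.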

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

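Tests of the share of mouse RNA, of cinacalcet as the reason for varying host signal, of both explanations for tumor 10, of the host covariate and of the excess of higher probe sets over splits were chosen only after the result was seen. Of 170 groups of 7 or 8 tumors examined, 13 held a tumor far from the others of its group, where chance gives about 5%. Vehicle tumor 9 stood apart in list scores on the log2 scale of lymphatic endothelium (4.50), mast cells (2.10) and adipocytes (5.11), and in Pla2g2d, a phospholipase (5.98). Vehicle tumor 7 stood apart in skeletal muscle (3.35), vehicle tumor 6 in Schwann cells (2.18) and vehicle tumor 11 in Mir5120 (4.07). Among cinacalcet tumors, tumor 5 had a low score of the host RT-qPCR genes (4.47), tumor 8 a high score of red blood cells (3.27), and tumor 9 high neutrophil genes (3.24) and Pla2g2d (7.84). Tumor 10 had a high score of neuroblastoma lineage genes (3.47) and of Impact, an imprinted gene (6.35).

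Scores of fibroblasts, endothelial cells and mural cells, and of fibroblasts and macrophages, correlated across the 15 tumors (4 of 6 pairs, Pearson r from 0.602 to 0.775, adjusted permutation p from 0.0012 to 0.02 over 9 relations; Spearman rho from 0.618 to 0.80; r from 0.528 to 0.726 without 2 tumors), while macrophages did not pass with endothelial cells (r = 0.466, adjusted permutation p = 0.09; rho = 0.418; r = 0.233 without vehicle tumors 5 and 11). Compression of signal across the array is argued against as the whole reason, because the median slope of the host markers on the first principal component of the other probe sets, 0.40, lay above 100% of those of 1000 random lists of the same mean signal (median 0.21, highest 0.37). It stays open as a part, since the mean host score went with that of highly conserved housekeeping genes (r = 0.918, adjusted permutation p = 9e-05; rho = 0.696; r = 0.829 without vehicle tumors 5 and 11) and against that of silent genes (r = -0.856, adjusted permutation p = 0.00024; rho = -0.707; r = -0.779 without them) and the array median (r = -0.926, adjusted permutation p = 9e-05; rho = -0.725; r = -0.868 without them). Cinacalcet is argued against as the only reason, since vehicle tumors alone spanned the whole range of the mean host score (share of it, 1). That range does not exclude a smaller shift by cinacalcet. The mean host score was 5.19 ± 0.39 (SD, n = 7) with cinacalcet and 5.01 ± 0.60 (SD, n = 8) with vehicle (exact permutation test, p = 0.509). The share of mouse RNA in the sample stays open: the lowest of the 6 correlations between host scores was 0.375, between macrophages and mural cells (Pearson r, permutation p = 0.17, adjusted p = 0.17 over 9 relations; Spearman rho = 0.382, permutation p = 0.16), and this relation rests on vehicle tumors 5 and 11, with r = 0.0777 without them.

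In cinacalcet tumor 10, Th, the first enzyme of catecholamine synthesis, stood at 6.57 on the log2 scale against at most 2.04 in the other 14 tumors, and the imprinted genes Igf2 (7.96 against 2.99) and Peg3 (8.50 against 4.13) likewise. A piece of host sympathetic nerve or ganglion cannot be told apart from other sources: of Dbh, Ddc, Slc18a1, Slc6a2 and Sox10, the measured genes of the list set for this test, 1, Slc18a1, stood over 1 log2 unit above every other tumor (3.32 against 1.81), which is too few to decide. Tubb3 (5.72 against 2.80) and Dcx (4.34 against 1.87), neuronal genes outside that list, stood over 1 log2 unit above every other tumor as well, while Chga (4.66 against 3.72) did not and Stmn2 (4.41 against 4.83) was not the highest. Binding of human tumor transcripts to the mouse probe sets also stays open, with a median excess of 0.27 for neuroblastoma lineage genes seen in the other tumors. No biological explanation was tested.

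Tumors of prolonged cinacalcet had more probe sets higher than lower, 110 against 25, an excess that was weaker in proportion with the signal filter alone (222 against 117) and with no filter (376 against 231). Tumor 9, with its inflammatory genes, is argued against as the only source, since 75 probe sets were higher and 19 lower without it. The signal of host cells as a whole is argued against in the same way, with 102 higher and 25 lower once it was a covariate. Chance cannot be excluded, since 12 of 100 splits of the same tumors had a difference between higher and lower probe sets, in either direction, as large as the real 85, and the highest other was 1102.

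For cinacalcet against vehicle, chance cannot be excluded either: 36 of 100 splits listed as many as the real 65 at an unadjusted p of 0.01 or less, and the highest other split listed 2549. For prolonged cinacalcet 17 of 100 splits listed as many as the real 135, the highest other 1852. After adjustment the real split of all cinacalcet and vehicle tumors called 0, a count that all 100 splits must reach, so this comparison decides nothing; the highest other split called 2964. The same holds for the prolonged group, with 0 reached by all 100 splits and 1652 in the highest. Prolonged against shorter treatment listed 96, and 7 of 35 splits listed as many, the highest other 433; after adjustment it called 0, which all 35 splits must reach and which decides nothing, the highest other calling 70. Most splits listed fewer than the real ones, with medians of 51, 57 and 59 in the 3 comparisons, and only 6, 8 and 2 splits called any probe set after adjustment. The few that called many times the real count may reflect a structure of the tumors other than treatment, which was not tested.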

How the results depend on the processing

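No alternative gave a murine gene list or more than 1 probe set an adjusted p under 0.05, apart from the preset-correlation set test and leaving out tumors, and what the array can show is limited by signal over background: the median of all probe sets is 1.66 on the log2 scale. For lists in the prolonged group this was nearly fixed beforehand. The smallest p of the exact permutation test, 0.00606, becomes 0.194 when adjusted for a single list. The host covariate and the settings that join C6 with another filter were chosen after seeing the data; the cause of the changes below was not tested, apart from filters that change how many probe sets are tested. For cinacalcet against vehicle, 65 probe sets at an unadjusted p of 0.01 or less became 360 with no filter (153 higher, 207 lower), 168 with the signal filter alone (78 higher, 90 lower), 23 with only probe sets that carry a gene symbol and 122 with the replicate number as a block; both filters taken over all probe sets gave 45 higher and 47 lower. With C6 included as well they became 409 with no filter, 218 with a gene symbol and no filter, 190 in the upper 50% by SD, 8 with a gene symbol and an SD over 0.5, 127 and 146 with a gene symbol in the upper 75% by SD and by IQR, 19 and 30 in the upper 25%, 197 and 388 with no filter and an eBayes trend, with and without a gene symbol, and 21 with a gene symbol under the same filter. Without 1 tumor each they ranged from 47 to 118, with 118 without vehicle tumor 9, 106 without cinacalcet tumor 5 and 108 without cinacalcet tumor 8. The adjusted count of 0 became 1 with C6 included, and 0 to 1 without 1 tumor (1 without vehicle tumor 8 or cinacalcet tumor 5). For prolonged cinacalcet, 135 became 607 with no filter (376 higher, 231 lower), 339 with the signal filter alone (222 higher, 117 lower) and 249 with the block, and 94 to 200 without 1 tumor; the adjusted count became 1 with the block and 0 to 19 without 1 tumor (19 without cinacalcet tumor 10, 2 without vehicle tumor 9, 1 without vehicle tumor 8 and 1, Mid1, without cinacalcet tumor 11). Among the genes named by the rule set beforehand, 0 to 1 passed without 1 tumor, Mid1 being the 1; the genes called without cinacalcet tumor 10 lie outside that rule. Prolonged against shorter became 1 with the block and 0 to 29 without 1 tumor, 29 without cinacalcet tumor 10. Neither the paper nor the sample labels describe the replicate numbers as pairs. Over 6 pairs the correlations of deviations ran from -0.237 to 0.371, 2 were over 0.1 and 2 tumors correlated best with their own number. With no known pairs to compare with, these values cannot decide whether tumors of the same number have something in common. The camera set test with a preset correlation of 0.01 called 11 lists for cinacalcet and 10 for prolonged cinacalcet, and neither held any list with an estimated correlation (smallest adjusted p = 0.616 with an estimated correlation for cinacalcet and 0.484 for prolonged cinacalcet). Both counts include the murine probe sets of Table S2, which the study chose on these same tumors.

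Of the values of named genes under alternatives other than leaving out a tumor, 534 kept their direction and side of the threshold and 18 turned, and of list scores 312 and 6; without 1 tumor each, 1019 gene values kept both, 15 turned and 1 passed the threshold, and 927 list scores kept both and 33 turned. Directions that turned were all of differences that passed no threshold. With the host covariate the log2 fold change turned to -0.0526 for Angpt2, -0.0207 for Acta2, -0.0685 for Cd68 and -0.0084 for Mmp9, and in the prolonged group to -0.18 for Angpt2, -0.0597 for Tie1, -0.0361 for Kdr, -0.0667 for Cdh5 and -0.16 for Acta2. With array weights it turned to -0.0159 for Cd68 and -0.19 for Mmp9, and in the prolonged group to -0.007 for Angpt2 and -0.0132 for Acta2. With quantile normalization it turned in the prolonged group to -0.0813 for Angpt2, -0.0291 for Tie1, -0.15 for Kdr and -0.01 for Acta2. With C6 included, Mmp9 turned to -0.0548 and the T and B lymphocyte score to -0.0047. Scores of red blood cells and cell proliferation turned to -0.13 and -0.028 with members divided by their SD, and in the prolonged group those of adipocytes, skeletal muscle and keratinocytes turned to 0.0244, 0.14 and 0.0153 less the silent genes. Without 1 tumor each, differences for all cinacalcet tumors ranged from -0.0425 to 0.38 for fibroblasts and collagens, -0.0079 to 0.17 for endothelial cells, -0.0071 to 0.26 for lymphatic endothelium, -0.0919 to 0.17 for neutrophils, -0.0375 to 0.20 for dendritic cells, -0.17 to 0.27 for lymphocytes, -0.24 to 0.14 for adipocytes, -0.14 to 0.11 for red blood cells, -0.0546 to 0.0722 for cell proliferation, -0.0288 to 0.15 for neuroblastoma lineage genes, -0.0178 to 0.36 for Angpt2, -0.0297 to 0.43 for Cd68 and -0.18 to 0.17 for Mmp9. For prolonged cinacalcet they ranged from -0.14 to 0.23 for endothelial cells, -0.12 to 0.42 for mural cells, -0.12 to 0.24 for lymphatic endothelium, -0.14 to 0.58 for neutrophils, -0.0745 to 0.59 for natural killer cells, -0.26 to 0.12 for adipocytes, -0.25 to 0.13 for skeletal muscle, -0.20 to 0.35 for neuroblastoma lineage genes, -0.14 to 0.36 for Angpt1, -0.25 to 0.21 for Tie1, -0.15 to 0.27 for Kdr, -0.0945 to 0.68 for Cdh5 and -0.27 to 0.81 for Acta2.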

Differences from the paper's values

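The murine sheet of Table S2 lists 36 probe sets at a P of 0.01 or less, the paper's 22 higher and the paper's 14 lower, where the same threshold gave 37 and 28 here. With C6 included it gave 51 and 42, farther from the paper's counts. Its log2 fold changes and average signals equal those over all 16 arrays, C6 included, for all 36 probe sets within 1e-05, and equal those over the 15 arrays without C6 for 0 of them, while the methods state that C6 was excluded. All 36 log2 fold changes lay within the spread between tumors of the values without C6, and all 36 had the same sign. The paper's smallest adjusted p is 0.806781, against 0.137 here from limma and 0.0453 from limma with C6 included.

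Of the alternatives set before the data were examined, the higher count came within 1.5 times the paper's with only probe sets that carry a gene symbol (18), and without vehicle tumor 5 (30), 7 (32), 10 (32) or 11 (29) or cinacalcet tumor 4 (27), 7 (29), 9 (31), 10 (25) or 11 (31). The lower count did so with signals centered on array medians (17) and without cinacalcet tumor 7 (21), the only one of them that met both counts. The smallest adjusted p did so only with probe sets that carry a gene symbol (0.883). The other alternatives set beforehand, among them no filter, the signal filter alone, IQR in place of SD, array weights, quantile normalization, C6 included and the replicate block, met none of the 3. Of the 36 listed probe sets, 10 passed the filter as read here with a p of 0.01 or less without C6 and 13 with it, and these counts are 16 and 21 when listed probe sets that it removed are read from the fit without it.

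After the values had been seen, 15 further settings were tried in search of the paper's table, each with C6 included and another filter or variance model. In 2 of them both counts fell within 1.5 times the paper's: 33 higher and 21 lower with a gene symbol in the upper 40% by SD, which dropped 8 of the 36 listed probe sets, and 18 higher and 12 lower with a gene symbol in the upper 25% by IQR, which dropped 13. Chosen after seeing the values too, the higher count alone was met with a gene symbol in the upper 25% by SD (15, dropping 12 of the 36) and with a gene symbol under the filter on signal and SD (16, dropping 12). All 12 of these settings that require a gene symbol, also chosen after seeing the values, gave a smallest adjusted p of 0.824 to 0.881, dropping 8 to 17 of the 36. None of the 15 gave all 36 of the paper's p-values, at most 3 lying within 1% of them, and none called all 36, at most 33. The closest p-values were those with a gene symbol under the filter on signal and SD, chosen after seeing the values and dropping 12 of the 36: over the 24 others the median absolute log10 ratio to the paper's p was 0.017, and the smallest adjusted p was 0.824 against the paper's 0.806781, though 5 probe sets were lower against the paper's 14. With 15 settings tried, a match of counts in 2 does not identify the paper's filter. Of the 36 listed probe sets, 30 were kept by the filter as read here, applied to 15 arrays and 28 to 16 arrays, and 6 had a mean signal at or below the median of all probe sets.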

Other observations

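The genes of other tissues in single tumors and the immunoglobulin genes were chosen only after the result was seen. Of the inflammatory genes higher in the prolonged group, Il1b, a cytokine of activated macrophages, had a log2 fold change of 1.86 (standard error 0.63, adjusted p = 0.580 from limma), with 7.85 in cinacalcet tumor 9 and at most 5.09 in the other tumors. Cd3g of T cells had a log2 fold change of 1.71, with 2 of 3 tumors above the vehicle mean, and Calr, a chaperone of the endoplasmic reticulum, one of 1.06, and none passed adjustment. The hosts were athymic mice, and which cells carried Cd3g was not tested. Of 19 inflammatory cytokines 5 were higher and none lower at an unadjusted p under 0.05, and of 24 genes of endoplasmic reticulum stress likewise 5 and none; none passed when adjusted over the list alone. The list means differed by 0.76 (exact permutation test, adjusted p = 0.485) and 0.45 (exact permutation test, adjusted p = 0.485). Without cinacalcet tumor 9 these differences were 0.11 and 0.35, so the first rests on that tumor. Macrophage genes differed by 0.76 (exact permutation test, adjusted p = 0.499) and T and B lymphocyte genes by 0.60 (exact permutation test, adjusted p = 0.553), and by 0.44 and 0.12 without that tumor. The 17 highly conserved housekeeping genes differed by 0.51 in the same tumors (exact permutation test, adjusted p = 0.485). With so few prolonged tumors the smallest p of the exact permutation test is 0.00606, which becomes 0.194 when adjusted for a single list. No list could thus pass alone, and these adjusted values do not exclude a change.

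Without cinacalcet tumor 10, which left only tumors 9 and 11 in the prolonged group, 19 probe sets were higher than with vehicle at an adjusted p under 0.05 from limma. Against shorter treatment 29 differed, and 17 were called in both. Of the 19, 15 are unnamed here and 2 are named immunoglobulin genes. Many of the unnamed ones have probe set numbers close to those of named immunoglobulin genes. The number of immunoglobulin probe sets may thus be higher, which was not tested. No list of immunoglobulin genes was tested. The lymphocyte score was 4.33 in cinacalcet tumor 9 and 3.54 in cinacalcet tumor 11, against 2.24 in cinacalcet tumor 10, the one left out. It was 4.11 in vehicle tumor 9, so a high score was not limited to cinacalcet. Igkv9-120, an immunoglobulin kappa variable gene, then had a log2 fold change of 6.11 (standard error 0.97, adjusted p = 0.0102), Igkv4-70 one of 4.07, and Cxcl11, a chemokine induced by interferon, one of 2.76. Variable genes resemble each other in sequence, so the member is uncertain, and no cause was tested. Erdr1 and Mid1, neighboring genes, had log2 fold changes of 2.60 and 1.84 (both probe sets of Erdr1) and 2.21 (Mid1) in the prolonged group, none past adjustment. Mid1 alone passed without cinacalcet tumor 11, which left only tumors 9 and 10 (3.12, adjusted p = 0.0214 from limma).

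Single tumors held genes of other tissues. The number of probe sets over 1 log2 unit above every other tumor was 302 in cinacalcet tumor 10, 272 in cinacalcet tumor 9 and 178 in vehicle tumor 9, with a median of 78 over 15 tumors. Cinacalcet tumor 9 had Clec4e at 7.23 and Nos2 at 6.15 on the log2 scale, both genes of activated macrophages, against at most 3.00 and 2.21 elsewhere. Vehicle tumor 9 had Glycam1, of high endothelial venules in lymph nodes, at 7.00 against 2.37, and the B cell gene Ms4a1 at 5.84 against 3.15. Cinacalcet tumor 7 had the skin keratin Krt10 at 6.52 against 2.17, and cinacalcet tumor 5 the hair follicle gene Tchh at 6.20 against 1.73.

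On the arrays, none of the murine genes that the paper measured by RT-qPCR passed adjustment in either comparison. By RT-qPCR, the paper found most of these genes changed over all cinacalcet tumors. It used Mann-Whitney tests with no adjustment stated, in more tumors of each group. The arrays held fewer tumors, but the stricter threshold is not the only difference. In the fit without the filter, none of the 10 genes reached an unadjusted p under 0.05 from limma in either comparison. The fold changes that the paper gives over all cinacalcet tumors were also larger in size than those on the arrays. Why the methods differ was not tested. Table S1 describes the target of the Kdr primers as Flt1 and that of the Sm22-a primers as Tagln2, so these assays may stand for other genes; Flt1 had a log2 fold change of 0.30, Kdr one of 0.18 and Tagln2 one of 0.23, and none of these passed either. Pdgfra of fibroblasts had a log2 fold change of 0.60 (standard error 0.58, adjusted p = 0.917 from limma) with cinacalcet, ranging from 0.28 without vehicle tumor 5 to 0.94 without cinacalcet tumor 5. Tgfb1 had one of 0.27, ranging from 0.15 to 0.42 without the same tumors. Tie1 of endothelium had one of 0.37, which was 0.15 without cinacalcet tumor 7 and 0.04 in the prolonged group. The log2 fold change was above 0 for all 10 genes, from 0.02 for Mmp9 to that of Pdgfra, although Angpt2, Acta2, Cd68 and Mmp9 turned below 0 under some alternatives, and the 10 genes together differed by 0.24 (exact permutation test, adjusted p = 0.777). Their mean signal was lowest in vehicle tumors 5 (4.25) and 11 (4.29) and in cinacalcet tumor 5 (4.47), so this difference depends on few tumors.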
